A study of Homo sapiens
Mus musculus with 2 samples. Its data were reported in "Systematic comparison of high-throughput single-cell RNA-seq methods for immune cell profiling" (2021).

How the data were processed

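Drop-seq libraries were prepared by the authors from a mixture, in equal parts, of 4 lymphocyte cell lines. Jurkat and TALL-104 are human T cell lines, EL4 is a mouse T cell line and IVA12 is a mouse B cell line. The cells were loaded at 150 cells per µl in 1 library and at 300 cells per µl in the other, so each concentration had 1 library and no replicate.

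The authors deposited 1 table of UMI counts per library, with genes in rows and cell barcodes in columns. A UMI is a unique molecular identifier, which lets PCR copies of a molecule be counted once. According to the study's methods, reads were downsampled to a common depth per cell with seqtk, processed with Drop-seq tools and aligned with STAR to a joint human (hg19) and mouse (mm10) reference. The labels do not state whether the deposited counts came from the downsampled reads. The deposited tables held 2000 barcodes and 24990 genes for 150 cells per µl, and 4000 barcodes and 28377 genes for 300 cells per µl. The sums of the tables were 2398956 and 8707135 UMIs. Every count was a whole number and every gene of each table had at least 1 UMI.

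Genes were given by Ensembl identifiers with a species prefix. Of the 29259 identifiers in either table, 0 matched the human gene name table at hand (59792 genes, GRCh38.p14), which carried no Ensembl identifiers, and no mouse names were used here. Genes are therefore given by identifier, and marker genes fixed beforehand were not applied. Cell classes are not named after cell lines, and mitochondrial shares, mitochondrial filters and counts of barcodes with TALL-104 markers were not analysed here.

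The rules, tests and most alternatives were fixed before the data were examined. Cells were to be the barcodes above the inflection point of the curve of log UMIs against log rank (the rule of DropletUtils, rewritten, with a lower bound of 100 UMIs). This point fell at 162 and 175 UMIs, with 3 and 6 barcodes of the tables not above it, which is the end of the tables. The rule fixed for that case, at least 1000 UMIs, was used. A cell was human or mouse when at least 90% of its UMIs were of that species and mixed otherwise. Multiplets followed the study's rule, in which both species exceed the 10th percentile of UMIs of that species' cells. The share was divided by the study's correction for multiplets within a species. No doublet caller was run.

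Cells of each species were clustered over both libraries together. UMIs were scaled to 10000 per cell and log-transformed, the 2000 most variable genes detected in at least 10 cells were kept, and 15 principal components were used. A shared-neighbour graph of 15 neighbours was split with the Leiden algorithm at resolution 0.5 (leidenalg 0.10.2, Python 3.11.15). Mouse clusters were then joined into 2 groups by average linkage of the correlation of their summed profiles. This joining was chosen after the clusters were seen, and the groups were called mouse A and mouse B. On cells simulated from both group profiles, the procedure placed 770 of 770 in the right group. The simulation had only these 2 profiles, with no clusters within a group and no library difference. It therefore does not test the joining of clusters in the real cells.

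Genes per cell were compared after each cell was thinned to 2000 UMIs. Genes per cell, thinned or not, were counted over both species. The expression at which a gene was detected in 50% of cells (GD50) was fitted by nonlinear least squares of the dropout share on a·exp(−b·x), where x was CPM (counts scaled to a common library total) in the same class of the other library. It was planned on cells passing a mitochondrial filter, which was not applied here. In a simulation of 300 cells and 5000 genes with a true value of 100 CPM, the fit gave 99.97 CPM. Genes in pooled cells were averaged over 50 random draws.

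Mouse A and mouse B were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) on 4 sums of UMIs, 1 per library and group, with the library as a block, TMM normalization, filterByExpr and Benjamini-Hochberg adjustment at 0.05. The genes were split at random into 2 sets, and each set was tested in groups clustered on the other set. These placed 2 and 44 of 770 cells in another group than clustering on all genes did. On simulated sums for this comparison with 200 of 8623 genes changed, edgeR recovered 100% of them with 6 false calls, and DESeq2 1.42.0 recovered 78.5% with 0. All simulated changes were larger than 2-fold, with the same dispersion for every gene and no library difference. Smaller changes, which many called genes had, were thus not tested. The genes to be named were those with the largest log2 fold change among genes below the threshold with the same sign in both libraries and at least 50 CPM in the higher group in both. As genes had no symbols, at most 2 per direction are given.

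Between the concentrations no test was possible. Within each class, genes with at least 100 UMIs summed over both libraries were compared by the log2 ratio of CPM, taken over the UMIs of that species. The genes to be named had a 95% interval beyond 2-fold (exact conditional binomial), the same way in mouse A and mouse B, or in human cells. The planned count of such genes is not given, since it would rest on cells rather than replicates. Intervals of counts are exact Poisson and those of shares exact binomial (Clopper-Pearson), at 95%. They cover counting error only, not the variation between libraries, which 1 library per concentration leaves unknown.

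Alternatives covered the rule for cells, the species purity (80% and 95%), the clustering, the thinning depth, the reference of the GD50 fit, the test, its normalization, filter and block, and the gene minimum and scaling of the ratio between libraries. A smoothed inflection point, a lower bound of 500 UMIs for the knee, a combined limit of 500 UMIs and 70% purity, and a split of mouse cells by the first principal component were added after seeing the data.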

Results

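UMI counts of single cells were analysed in 2 Drop-seq libraries of an equal mixture of 4 lymphocyte cell lines, 2 human (Jurkat and TALL-104) and 2 mouse (EL4 and IVA12). In Drop-seq, cells are captured in droplets with barcoded beads. The design asks how many cells are recovered, how cleanly they are separated, how sensitively their transcripts are detected and how well the cell types are told apart, at loading concentrations of 150 and 300 cells per µl. The library at 150 cells per µl held 2398956 UMIs over 2000 barcodes, of which 34.9% were human. The library at 300 cells per µl held 8707135 UMIs over 4000 barcodes, of which 19.9% were human. With 1 library per concentration, differences between the concentrations have no replicate check and were not tested.

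The number of recovered cells was assessed first. At least 1000 UMIs were found in 190 barcodes at 150 cells per µl (95% Poisson interval 164 to 219) and in 1124 barcodes at 300 cells per µl (1059 to 1192). These cells held 72.1% and 82.2% of the UMIs of their tables. The count depended on the rule, and the alternative that moved it most was the inflection point with a lower bound of 50 or 100 UMIs, which gave 1997 and 3994 barcodes, nearly the whole tables. The median depth was 7199 UMIs per cell at 150 cells per µl and 4905 at 300 cells per µl.

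**Figure D1:**
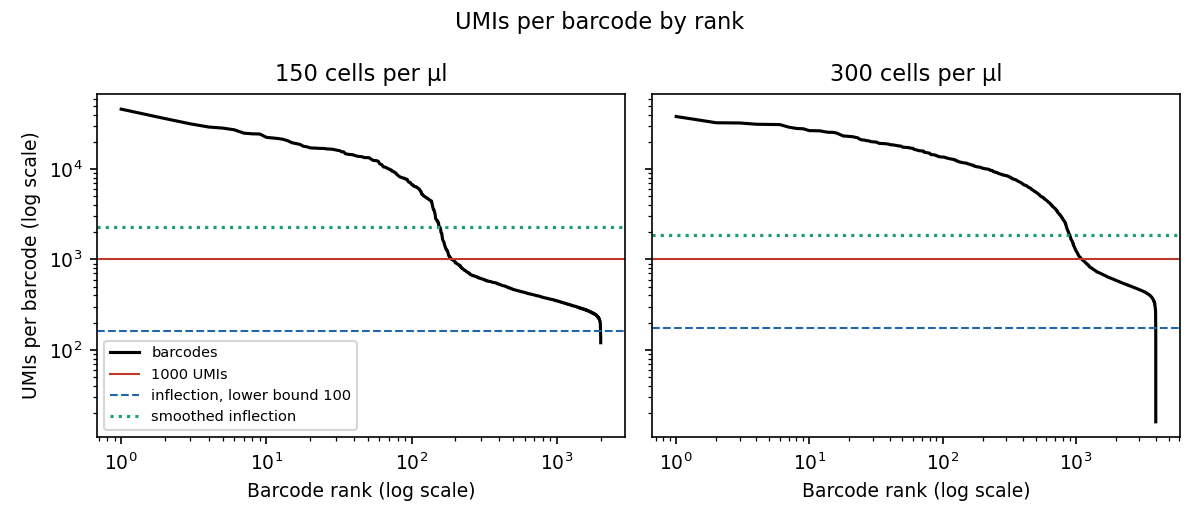
UMIs per barcode against barcode rank, both on log scales, for the libraries at 150 (left) and 300 (right) cells per µl. Horizontal lines mark 1000 UMIs, the inflection point with a lower bound of 100 UMIs (162 and 175 UMIs, at the end of the curves) and the smoothed inflection point (2276 and 1857 UMIs, on the steep part).

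Cells were then assigned to a species. At 150 cells per µl, 87 cells were human, 85 were mouse and 18 were mixed. At 300 cells per µl, 318 cells were human, 685 were mouse and 121 were mixed. Human cells made up 50.6% of single-species cells at 150 cells per µl (95% binomial interval 42.9% to 58.3%), which includes the 50% of an equal mixture. They made up 31.7% at 300 cells per µl (28.8% to 34.7%), which lies below it. The study found that TALL-104 cells were readily lost to UMI limits, so the human class may hold few of them. At 300 cells per µl the human share was 25.7% among barcodes of at least 500 UMIs, the setting fixed beforehand that moved it most.

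**Figure D2:**
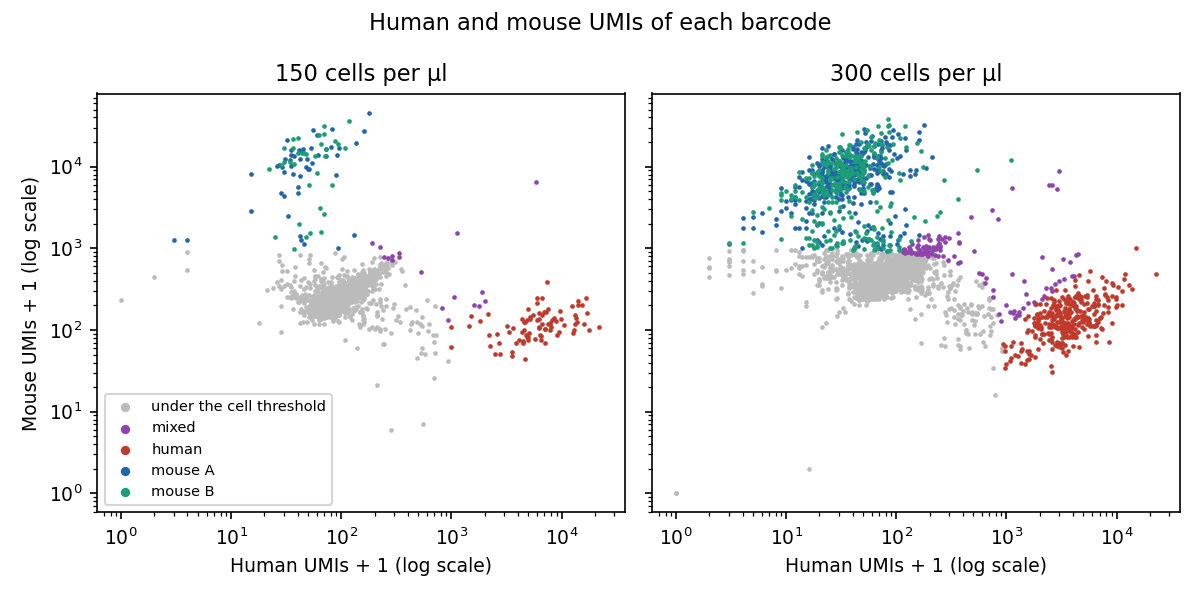
Human against mouse UMIs of each barcode, plus 1 and on log scales, at 150 (left) and 300 (right) cells per µl, coloured by class. Human cells lie at the lower right and both mouse groups at the upper left, while most mixed barcodes border the grey cloud of barcodes under 1000 UMIs.

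Cross-species multiplets were counted to judge how often 2 cells shared a barcode. By the study's rule, 1 of 190 cells was a multiplet at 150 cells per µl (0.53%, 95% binomial interval 0.013% to 2.90%) and 4 of 1124 cells were at 300 cells per µl (0.36%, 0.097% to 0.91%). After correction for multiplets within a species the rates were 1.04% and 0.81%. The intervals overlapped, so no difference between the concentrations was detectable at these counts. Counting every mixed cell gave 9.47% and 10.8%. Mixed cells were shallow, with a median of 1237 UMIs at 150 cells per µl and 1241 UMIs at 300 cells per µl. Only 4 and 26 of them reached 2000 UMIs.

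Clustering split the 770 mouse cells into 8 clusters and the 405 human cells into 4. The mouse clusters fell into 2 groups. Summed profiles correlated at 0.67 to 0.98 across 3887 genes between clusters of the same group, and at 0.38 to 0.69 between groups. The sign of the first principal component alone gave the same split for 770 of 770 cells. Which group is EL4 and which is IVA12 was left open. Clusters 5, 6 and 7 of the mouse cells were shallow, with median depths of 1344, 1293 and 1585 UMIs at 300 cells per µl, and together they held 17 cells at 150 cells per µl and 111 at 300 cells per µl. Cluster 8 had 0 cells at 150 cells per µl and 34 at 300 cells per µl, so a difference between the libraries and a cell type were not separable for it. Among the human clusters, profiles correlated at 0.67 to 0.96, and cluster 4, with 26 cells, was shallow. Clusters 1 to 4 held 39, 25, 21 and 2 of the 87 human cells at 150 cells per µl. At 300 cells per µl they held 147, 125, 22 and 24 of the 318 human cells. Human cells were kept as 1 class, so differences between the concentrations in that class may include this difference in make-up.

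Mouse A made up 29.1% of single-species cells at 150 cells per µl (95% binomial interval 22.4% to 36.5%) and 38.9% at 300 cells per µl (35.9% to 42.0%). Mouse B made up 20.3% (14.6% to 27.1%) and 29.4% (26.6% to 32.3%). An equal mixture would give 25% per cell line.

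Transcript detection was compared within each class. Human cells had a median of 6383 UMIs (quartiles 4520 to 8458) and 2717 genes at 150 cells per µl, and of 3714 UMIs (2710 to 5215) and 2070 genes at 300 cells per µl. Mouse A cells had a median of 10882 UMIs (6204 to 16098) and 3406 genes at 150 cells per µl, and of 7466 UMIs (4666 to 10530) and 2976 genes at 300 cells per µl. Mouse B cells had a median of 13629 UMIs (6006 to 17939) and 3844 genes at 150 cells per µl, and of 6594 UMIs (2754 to 11083) and 2779 genes at 300 cells per µl. The median at 300 cells per µl was thus 0.58, 0.69 and 0.48 times that at 150 cells per µl in the human, mouse A and mouse B classes. Above the smoothed inflection point, the only alternative run for these medians, that of mouse B at 300 cells per µl was 8368 UMIs. The deposited counts do not give reads per cell. A difference in sequencing depth therefore cannot be told apart from one in transcript detection.

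At an equal depth of 2000 UMIs the order was the other way. Human cells had a median of 1248 genes at 150 cells per µl and 1322 at 300 cells per µl, mouse A cells 1188 and 1244, and mouse B cells 1186 and 1247. The ratios of the medians were 1.06, 1.05 and 1.05. Genes of both species were counted. The median share of mouse UMIs in human cells was higher at 300 cells per µl (3.60%) than at 150 (1.66%). Part of the human difference may thus come from mouse genes, which was not tested. Shallower cells were left out, namely 5, 7 and 5 human, mouse A and mouse B cells at 150 cells per µl and 36, 48 and 61 at 300 cells per µl. Thinning to 1000 UMIs moved the mouse B ratio most, to 1.03.

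**Figure D3:**
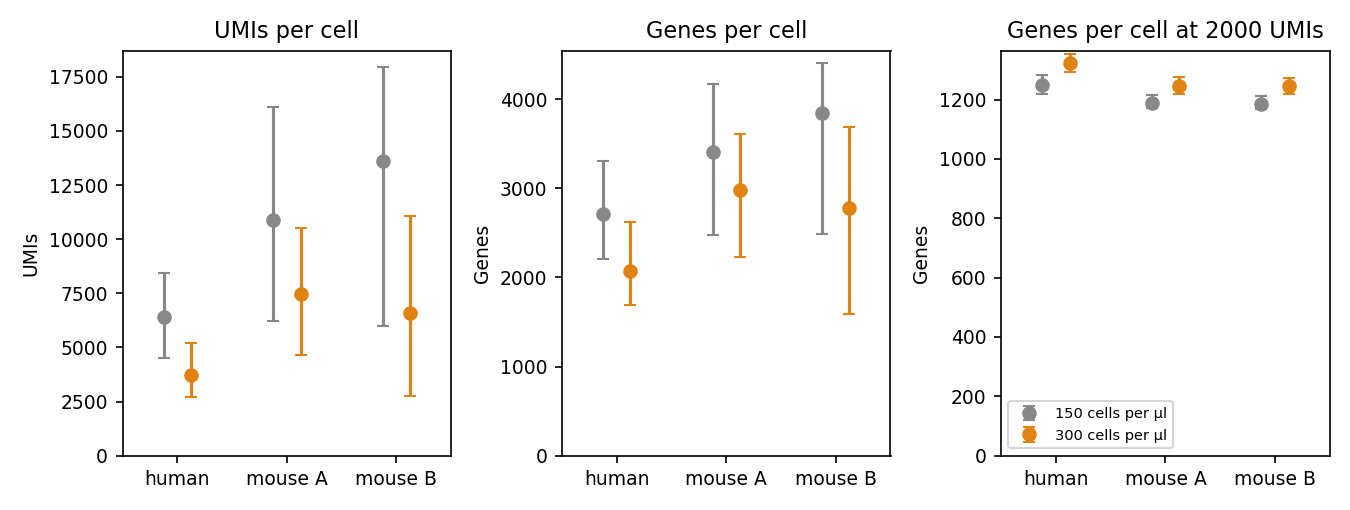
Median UMIs per cell, genes per cell and genes per cell after thinning to 2000 UMIs in human, mouse A and mouse B cells at 150 (grey) and 300 (orange) cells per µl. Points are medians and bars are quartiles over cells of 1 library. UMIs and genes per cell were lower at 300 cells per µl, and genes at 2000 UMIs were slightly higher. Genes of both species were counted.

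UMIs of the other species were counted as a measure of background, which covers free RNA as well as misassigned molecules. In human cells the median share of mouse UMIs was 1.66% at 150 cells per µl and 3.60% at 300 cells per µl. In mouse cells the median share of human UMIs was 0.42% and 0.44%, with 0.43% in both libraries in mouse A, and 0.33% and 0.47% in mouse B. A purity limit of 95% lowered the human value at 300 cells per µl to 3.0%, the largest move.

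Dropout was modelled against the summed profile of the same class in the other library. GD50 was 127 CPM for human cells at 150 cells per µl and 190.1 CPM at 300 cells per µl. It was 85.1 and 102 CPM for mouse A, and 81.3 and 119 CPM for mouse B. With every cell thinned to 2000 UMIs the values lay between 364 and 381 CPM in all 3 classes and both libraries. An equal depth largely sets GD50 by itself, so this closeness does not show equal sensitivity. Pooling raised detection: 1, 10 and 20 human cells at 150 cells per µl gave 2822, 7717 and 9212 genes on average, and 2060, 6978 and 8508 at 300 cells per µl. Pools of 20 cells gave 9216 and 8863 genes for mouse A, and 9640.02 and 9163 genes for mouse B, at 150 and 300 cells per µl.

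The study asked which cells each threshold loses. All barcodes with at least 500 UMIs lay above the planned inflection points of 162 and 175 UMIs, so the smoothed inflection point and the knee with a lower bound of 500 UMIs were used. Among barcodes with at least 500 UMIs and 90% of 1 species, 84.4% of 96 human barcodes (95% binomial interval 75.5% to 91.0%) and 72.0% of 100 mouse barcodes (62.1% to 80.5%) exceeded the smoothed inflection point at 150 cells per µl. At 300 cells per µl these were 90.1% of 323 human (86.3% to 93.1%) and 62.7% of 933 mouse barcodes (59.5% to 65.8%). The order was reversed at the knee. There, 15.6% of human (9.0% to 24.5%) and 41.0% of mouse barcodes (31.3% to 51.3%) remained at 150 cells per µl, and 7.12% (4.57% to 10.5%) and 30.3% (27.4% to 33.4%) at 300 cells per µl. Barcodes of 200 to 600 UMIs at 300 cells per µl had a median human share of 16.4%, close to the purity limit. Some shallow mouse barcodes there thus cannot be separated from background. Barcodes of at least 300 and under 1000 UMIs with at least 50% human UMIs mostly fell below the purity limit. Their median human share was 73.2% at 150 cells per µl and 75.5% at 300 cells per µl. Shallow human barcodes may thus be missing from the counts, and the human percentages at both points may be too high. They do not show that small human cells were spared.

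To compare both mouse cell types, mouse B was tested against mouse A with the 2 libraries as replicates. Of 8905 genes, edgeR's quasi-likelihood test called 5058 at an adjusted p under 0.05, 2436 higher in mouse B and 2622 higher in mouse A. The fold change had the same sign in both libraries for 4968 of these. Their median absolute log2 fold change was 1.13, and 2843 exceeded 2-fold. DESeq2 called 1953 genes, all among the 5058. The 2 libraries are of the same cell lines, so the test measures variation between libraries rather than between cultures.

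The genes furthest apart were given by the fixed rule. ENSMUSG00000027506 had 0 UMIs in mouse A in both libraries, and 28 and 130 UMIs (60.9 and 56.7 CPM) in mouse B at 150 and 300 cells per µl, at least 12.2-fold and 60.9-fold higher against a floor of 3 UMIs per library (adjusted p 1.36e-41, edgeR). ENSMUSG00000004891 had 0 and 1 UMIs in mouse A and 34 and 218 UMIs (73.9 and 95.1 CPM) in mouse B (adjusted p 4.74e-62, edgeR). In the other direction, ENSMUSG00000039329 had 35 and 255 UMIs (58.3 and 79.1 CPM) in mouse A and 0 and 1 in mouse B (adjusted p 7.17e-47, edgeR). ENSMUSG00000022270 had 32 and 199 UMIs (53.3 and 61.8 CPM) in mouse A and 0 and 1 in mouse B (adjusted p 1.22e-37, edgeR).

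Expression was finally compared between the concentrations within each class. Of 3845 human genes with at least 100 UMIs, 98.2% were within 2-fold of each other. The share was 96.2% of 5474 genes in mouse A and 95.04% of 4601 genes in mouse B. The largest move was in mouse A, to 91.2% with cells weighted equally. Across these genes the log2 values of both libraries correlated at 0.95, 0.96 and 0.94 (Pearson's r; genes are not independent replicates). TMM scaling would shift the log2 ratios by 0.12, 0.13 and 0.14 in the 3 classes. ENSMUSG00000038489 was lower at 300 cells per µl in mouse A (127 and 36.8 CPM, log2 ratio −1.78, 95% interval −2.21 to −1.35) and in mouse B (117 and 24.0 CPM, −2.29, −2.85 to −1.72). ENSMUSG00000068855 was also lower in mouse A (162 and 48.4 CPM, −1.74, −2.12 to −1.36) and in mouse B (117 and 24.0 CPM, −2.29, −2.85 to −1.72). No gene met the rule in the higher direction in both mouse groups. The library at 150 cells per µl held fewer UMIs, which widens the interval of a gene that is lower there. By size alone, 78.8% of the mouse A genes and 73.7% of the mouse B genes beyond 2-fold were higher at 300 cells per µl, or 57.2% and 50.2% with TMM scaling. Of the human genes beyond 2-fold, 66.2% were higher, or 33.8% with TMM scaling, so the main direction there depended on the scaling. In human cells, ENSG00000148700 (21.1 and 79.2 CPM, 1.91, 1.07 to 2.87) and ENSG00000188290 (37.3 and 118 CPM, 1.66, 1.02 to 2.36) were higher at 300 cells per µl. ENSG00000175768 (136 and 29.4 CPM, −2.21, −2.80 to −1.65) and ENSG00000229117 (1223 and 270.2 CPM, −2.18, −2.36 to −2.0) were lower. TMM scaling would lower the human log2 ratios by 0.12. The lower limits of both human genes named as higher would then fall under 2-fold, so neither would meet the rule.

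Across the 4071 genes measured in both mouse groups, the log2 ratios of mouse A and mouse B correlated at r = 0.58 (Spearman's rho 0.52), although they came from different cells. In 100 redraws of the counts around a common profile the highest r was 0.039.

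**Figure D4:**
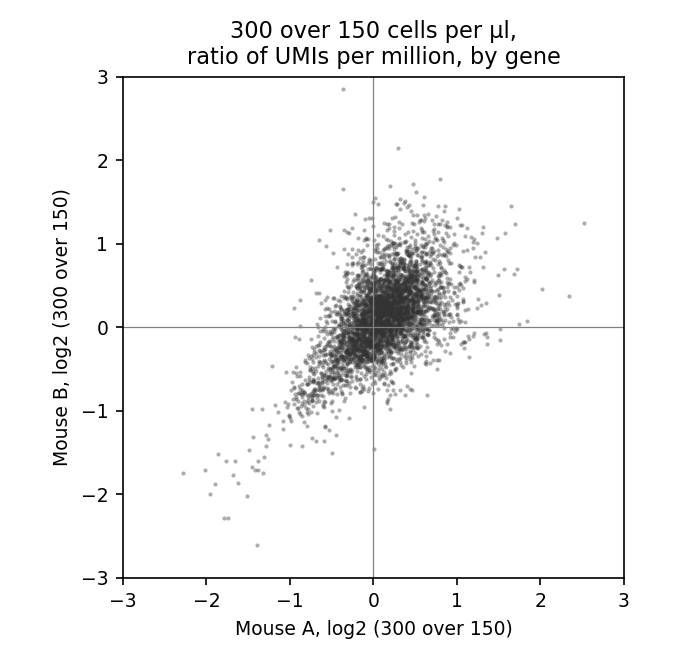
Log2 ratio of CPM at 300 over 150 cells per µl in mouse B against that in mouse A. Each point is 1 of 4071 genes with at least 100 UMIs in each group, and the points follow the diagonal (r = 0.58).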

Values the study reported

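For Drop-seq, the study reported an average multiplet rate of 0.55%. Its running text, however, places the rates of all methods near a targeted rate that is higher than this average. The study gave medians of 8,791 UMIs and 3,255 genes for EL4 cells. On average it found 2,824 differentially expressed genes between the mouse cell types with cells as the units.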

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

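The tests of the human share of low-UMI barcodes, of foreign UMIs and of human-rich barcodes were chosen after the result was seen.

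Barcodes under 1000 UMIs lay outside the comparisons of cells, and those under 500 UMIs outside the comparison of thresholds too, yet they held many UMIs. They made up 27.9% of the UMIs at 150 cells per µl (1810 barcodes) and 17.8% at 300 cells per µl (2876 barcodes). If these barcodes held only RNA shed by the recovered cells in proportion to their UMIs, their human share would match that of the cells. In barcodes of 200 to 600 UMIs it was 28.7% at 150 cells per µl (95% interval 28.2% to 29.3%) against 37.1% in cells (29.4% to 45.5%), and 17.2% at 300 cells per µl (16.8% to 17.6%) against 20.4% (18.1% to 22.9%). These intervals come from 20000 redraws of whole barcodes or cells, since the share depends on which cells were captured. They were apart in both libraries, though barely at 150 cells per µl, so a proportional mixture alone is argued against. Unequal loss of RNA from different cells stays open, and no biological explanation was tested.

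A subset of these barcodes was rich in human UMIs. Among barcodes with at least 300 and under 1000 UMIs, 51 of 1175 at 150 cells per µl and 82 of 2837 at 300 cells per µl had at least 50% human UMIs, against at most 0 in 100 redraws at the median human share of each library. Free RNA alone is thus argued against. In the library at 300 cells per µl, 24 of 267 genes were at least 4-fold above human cells. In the other library, which played no part in picking them, 22 of the 24 were over 2-fold higher than in human cells, with a median log2 ratio of 3.05. They took 2.65% of human UMIs in the human-rich barcodes there (2.44% to 2.88%), 0.63% in human cells and 0.77% in other low-UMI barcodes. Shallow copies of the recovered human cells alone do not account for these 24 genes. Across 3938 genes, however, human-rich barcodes correlated at 0.78 with human cells of the same library, in both libraries. Between the libraries, human-rich barcodes correlated at 0.68. It is thus not excluded that some of them are such copies. Mouse molecules assigned to human genes are argued against as well, since mouse cells had a median of only 0.42% and 0.44% human UMIs at 150 and 300 cells per µl, against 73.2% and 75.5% in the human-rich barcodes. A candidate explanation is a second human cell type with little RNA that fell under the limit of 1000 UMIs or, in 8 of 18 and 39 of 121 mixed cells with at least 50% human UMIs, under the purity limit. In those mixed cells the 24 genes took 3.78% of human UMIs at 150 cells per µl but 0.98% at 300 cells per µl, so few of the latter need be of that type. Damaged cells of the recovered type cannot be told apart from it, since the 24 genes carry no names here. Which human line they belong to is open. The study found the fewest UMIs and genes in its small TALL-104 cells, which thresholds readily removed. That line is thus a candidate, but no marker gene was tested here.

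Foreign UMIs per cell moved in opposite ways. The median was 1.23 times as high at 300 as at 150 cells per µl in human cells, and 0.84 and 0.68 times as high in mouse A and mouse B. This difference was not tested. For human cells the median was 111 mouse UMIs (95% interval 100 to 126) at 150 cells per µl and 136.5 (123 to 144) at 300 cells per µl, with intervals that overlap slightly. For all mouse cells it was 45 human UMIs (39 to 52) and 34 (32 to 36), with intervals apart. These intervals cover the spread of cells within 1 library only. Whether the rise of the foreign share from 1.66% to 3.60% came only from fewer UMIs per human cell at a constant amount of free RNA cannot be told apart from a true increase of free mouse RNA. The composition of the libraries, with more mouse cells at 300 cells per µl, stays an open explanation.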

How the results depend on the processing

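The smoothed inflection point, the planned inflection point once it had failed, the combined limit of 500 UMIs and 70% purity, and the split by the first principal component were chosen after seeing the data. With the rule of at least 1000 UMIs in use, the alternatives of that name were the same as the reported values. No mitochondrial filter and no marker-based alternative was run, because no gene names were at hand. The cause of each move below was not tested unless it is stated.

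The number of cells depended on the rule. At 150 and 300 cells per µl, the inflection point with lower bounds of 50 and 100 UMIs gave 1997 and 3994, the knee point 1704 and 3254, and at least 500 UMIs 449 and 2644. With a lower bound of 300 UMIs the inflection point gave 144 and 3929. The smoothed inflection point gave 155 and 903, within 1.5 times the reported counts. Counting all mixed cells as multiplets gave 9.47% and 10.8%, while the smoothed inflection point kept the multiplet share within its interval.

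Of 54 class shares, 39 stayed within their intervals. This count includes human shares under settings that change only the clustering or the split of mouse cells. Those could not move, since species purity alone sets the human share. At 300 cells per µl, at least 500 UMIs gave 25.7% human, 52.7% mouse A and 21.6% mouse B. A purity of 95% gave 26.2% human and 42.9% mouse A, and a purity of 80% gave 45.7% mouse A and 22.7% mouse B. Clustering that library alone joined the clusters differently and gave 65.7% mouse A and 2.59% mouse B, whereas splitting it by the first principal component kept all shares within their intervals. At least 500 UMIs with 70% purity, which admits background barcodes to the mouse cells, gave 31.4% human, 64.4% mouse A and 4.26% mouse B at 150 cells per µl, and 15.5%, 82.7% and 1.81% at 300 cells per µl. The Leiden resolution of 1 moved no share out of its interval. The 2 mouse groups thus depended on how clusters were joined.

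With the smoothed inflection point, the medians at 300 cells per µl were 8100.5 UMIs and 3144 genes in mouse A and 8368 UMIs and 3138 genes in mouse B, as shallow cells were left out. The ratio of genes at equal depth was 1.03 in mouse A at 1000 UMIs, and all 6 ratios stayed above 1. The foreign share at 300 cells per µl was 3.0% in human cells at 95% purity, 0.48% in mouse cells at 80% purity and 0.40% in mouse cells above the smoothed inflection point.

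GD50 followed depth. Thinned to 2000 UMIs, it was 375 CPM for human, 369 for mouse A and 381 for mouse B at 150 cells per µl, and 379, 364 and 375 CPM at 300 cells per µl. With the profile of the same library as reference it was 71.6 CPM for mouse B at 150 cells per µl, and 5 other values moved by under 10%. Requiring 2 UMIs per pool left the gene numbers of pools of 10 and 20 cells within 1.5 times. For single cells it lowered them to 1233 in human, 1587 in mouse A and 1623 in mouse B at 150 cells per µl, and to 716, 1262 and 1170 at 300 cells per µl.

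DESeq2 called 1953 genes between the mouse groups against 5058 by edgeR. The other alternatives gave between 3448 (no replicate block) and 5541 (no low-count filter). Library totals gave 5075 and groups clustered on all genes 5076. In each library alone, the median absolute log2 fold change of the called genes was 1.21 and 1.08, values with no test.

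The share of genes within 2-fold between the concentrations, for human, mouse A and mouse B, was 96.6%, 93.8% and 92.0% with at least 50 UMIs per gene, 98.9%, 97.7% and 96.8% with at least 200, and 97.1%, 91.2% and 90.7% with cells weighted equally. It rose with the minimum in all 3 classes. TMM scaling moved it to 96.7% in mouse A.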

Other observations

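The tests of counting error and of the preparation of 1 library were chosen after the result was seen, and the other tests in this part before.

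The log2 ratios of 300 over 150 cells per µl were shared by both mouse groups (r = 0.58 across genes). Counting error is argued against by the redraws, which reached at most 0.039. Free RNA from 1 pool is also argued against: it was estimated from foreign UMIs at 1.43% to 3.65% of a mouse group's UMIs, and after the profile of low-UMI barcodes was subtracted at that share, r was 0.577, against 0.583 for the same 4070 genes before. The depth of cells stays open. With cells thinned to 2000 UMIs, r was 0.54 over the 886 genes left, against 0.84 for those genes unthinned, and thinning itself adds counting error. A difference in the cells or in the preparation of the libraries is a possible explanation that cannot be told apart from the concentration, with 1 library per concentration.

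Human genes concentrated in low-UMI barcodes were sought by a rule fixed before the values were seen: at least 50 UMIs in barcodes of 200 to 600 UMIs at 300 cells per µl, and at least 8-fold above human cells. Only 1 of 568 genes, ENSG00000161570, met it, with 74 UMIs there against 1 UMI in human cells. At 150 cells per µl it had 27 UMIs in such barcodes and 7 in human cells, a log2 ratio of 3.84, or of 3.87 with 0.5 UMIs added to the former. It was 34.7 times as frequent per mouse UMI there as in mouse cells. The 18 barcodes with the most of it, among 1810 under 1000 UMIs, held 76.1% of its UMIs, against at most 47.8% in 100 redraws in proportion to human UMIs. Counting error alone is argued against, since the gene was picked in the other library and its ratio at 150 cells per µl was 14.3-fold (95% interval 6.08 to 38.9). Mouse molecules assigned to human genes and small human cells caught whole cannot be told apart with a list of 1 gene. It led to the comparison of human-rich barcodes above.

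Barcodes whose last base was N made up 4.75% of the table at 150 cells per µl (95 barcodes) and 4.55% at 300 cells per µl (182 barcodes). If they joined different cells, more of them would be mixed. Of 56 such cells with at least 2000 UMIs, 0.0% were mixed, which allows up to 6.38% (95% binomial interval), against 3.04% of 987 other cells. These numbers are too few to exclude a similar share.

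The corrected multiplet rates here were 1.04% and 0.81%. Both are higher than the value quoted from the study above, but they rest on 1 and 4 multiplets, and their 95% intervals (0.026% to 5.73% and 0.22% to 2.08%) include it, so no difference is established. The number of genes called between the mouse groups here was 5058. That is higher than the value quoted from the study above, which had another threshold, a fixed sample of cells and cells as its units. DESeq2 called 1953, which is lower than that value, so the direction depends on the test. The medians quoted for EL4 are given no direction, since neither mouse group was assigned to EL4.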
